# Identification of skin-expressed genes possibly associated with wool growth regulation of Aohan fine wool sheep

**DOI:** 10.1186/s12863-014-0144-1

**Published:** 2014-12-16

**Authors:** Nan Liu, Hegang Li, Kaidong Liu, Juanjuan Yu, Ran Bu, Ming Cheng, Wei De, Jifeng Liu, Guangling He, Jinshan Zhao

**Keywords:** Microarray, Proteomic technology, Wool growth, Differential expression

## Abstract

**Background:**

Sheep are valuable resources for the animal fibre industry. Therefore, identifying genes which regulate wool growth would offer strategies for improving the quality of fine wool. In this study, we employed Agilent sheep gene expression microarray and proteomic technology to compare the gene expression patterns of the body side (hair-rich) and groin (hairless) skins of Aohan fine wool sheep (a Chinese indigenous breed).

**Results:**

Comparing the body side to the groin skins (S/G) of Aohan fine wool sheep, the microarray study revealed that 1494 probes were differentially expressed, including 602 more highly expressed and 892 less highly expressed probes. The microarray results were verified by means of quantitative PCR. Cluster analysis could distinguish the body side skin and the groin skin. Based on the Database for Annotation, Visualization and Integrated Discovery (DAVID), 38 of the differentially expressed genes were classified into four categories, namely regulation of receptor binding, multicellular organismal process, protein binding and macromolecular complex. Proteomic study revealed that 187 protein spots showed significant (p < 0.05) differences in their respective expression levels. Among them, 46 protein entries were further identified by MALDI-TOF/MS analyses.

**Conclusions:**

Microarray analysis revealed thousands of differentially expressed genes, many of which were possibly associated with wool growth. Several potential gene families might participate in hair growth regulation. Proteomic analysis also indentified hundreds of differentially expressed proteins.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12863-014-0144-1) contains supplementary material, which is available to authorized users.

## Background

Sheep are valuable resources for the animal fibre industry. Identifying genes which regulate wool growth offers the opportunity to improve the wool production efficiency, product quality and diversity in breeding programs. It can also offer the opportunity to develop transgenic lines and to develop therapeutic agents that can be used to tailor for desirable fibre attributes by altering gene expression [1]. The genetic polymorphisms and their mechanisms of wool and cashmere growth and regulation have been thoroughly studied [1-5]. In mammals, several gene families, such as *WNTs, tumor necrosis factors (TNFs), fibroblast growth factors (FGFs) and transforming growth factor(TGFs)*, have been implicated in hair follicle initiation, morphogenesis and cycling [6,7]. Recently, the molecular characteristics of primary wool follicle initiation in Merino sheep have been reported recently [8].

Transcriptomic research such as microarray analysis, has been successfully applied to investigate the characteristics of hair follicle stem cells in mice [9-12]. Microarray studies have been reported for different traits in sheep and goats, such as resistance to parasites [13,14], mammary development and milk quality [15-17], wool follicle development [18], natural fleece rot resistance [19] and pigmentation traits of skin and wool [20]. A subset of skin-expressed microRNAs with possible roles in goat and sheep hair growth has also been reported [21]. Several studies have demonstrated the usefulness of cDNA microarray for expression profiling of wool follicle growth cycles in whole skin [22-24]. More recently the RNA-seq method was also used to determine the genes differentially expressed among various tissues (including whole skin) of sheep [25].

The Aohan fine wool sheep, bred in Inner Mongolia, is an outstanding breed, providing both wool and meat. The major characteristics of this breed are high quality wool,high disease resistance, and high adaptability. According to figures, Aohan fine wool sheep can provide up to 9 kg of quality wool per year (fiber length up to 10.5 cm, fibre diameter less than 22 μm). Therefore, Aohan fine wool sheep are considered as a valuable genetic resource for fine wool production. Wang et al. demonstrated that seasonal factors significantly influenced the wool growth of Aohan fine wool sheep [26]. The peak of the growth rate occurs in summer and the low in winter [26]. The expression profiling of immune genes and type I inner root sheath (IRS) keratin genes in the whole skin of Aohan fine wool sheep has previously been reported by our laboratory team [27,28].

However, to our knowledge, as of yet no microarray or proteomic study at a genome-wide level has been reported on protein-coding genes which are possibly responsible for regulating hair growth of adult sheep so far. The aims of the present work are to investigate and compare the gene expression level of the body side skin and groin skin using microarray and proteomic technology, and to identify the possible genes and proteins responsible for the wool growth regulation of Aohan fine wool sheep.

## Results

### Summary of microarray analysis

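RNA from body side skin, which bears wool, and from groin skin, which does not, was labelled with Cy3 and hybridized to one-colour Agilent sheep arrays, with 3 arrays per skin area from sheep aged 16 months. Both areas were sampled from the same animals. Which arrays share an animal is not stated, so the fit had no term for the animal. The authors deposited the scanner output of each array, in which each of 15208 non-control spots has a processed signal intensity, and a table of their own normalized log2 values. The spots belong to 15008 distinct probes. The share of spots well above background was 92.3%, 79.6% and 79.9% on groin replicates 1, 2 and 3 and 75.03%, 76.0% and 74.1% on body side replicates 1, 2 and 3. The median signal was 180, 193 and 191 on the groin arrays and 130, 97.5 and 110 on the body side arrays, and no spot was saturated. Here outlier spots were left out, spots of one probe were averaged on the log2 scale, and the 6 arrays were quantile normalized. The 13924 probes well above background on at least 1 array were tested with limma, and a probe was called at a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.05. All fold changes are body side over groin. The number of arrays limits the precision.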

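By limma, 1170 probes were called, of which 491 were higher and 679 lower in body side skin. The count depended strongly on single arrays. It was 2959 without body side replicate 1 and 11 without groin replicate 3. With replicate number as a block, 8 probes were called, all lower in body side skin, though the number is not stated to mark an animal. With the unadjusted p-values of an equal-variance test on the same values, 1555 probes passed, and 340 passed after Benjamini-Hochberg adjustment.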

A total of 1494 probes were differentially expressed comparing the body side to groin skins (S/G) in Aohan fine wool sheep, including 602 up-regulated and 892 down-regulated probes, as shown in Additional file 1: Table S1. 

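Of the 1170 called probes, 75 carry an accession that the RefSeq gene table of the sheep assembly ARS-UI_Ramb_v3.0 names, and 1095 do not. In all, 734 probes of the array matched that table. Most of the others carry accessions of expressed sequence tags.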

Most probes (1110) were not assigned to unique transcripts, due to the lack of information. 

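The 75 called probes with a RefSeq name belong to 59 genes, of which 30 had a probe higher and 29 a probe lower in body side skin.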

The number of distinct genes/transcripts (annotated) was 331, of which 112 were up-regulated and 219 were down-regulated. In S/G, 7 genes (*CYP1A1, LOC100137068, LOC443300, LOC101106865, Connexin 43, SCD and LOC101122398*) were down-regulated by more than 10-fold.

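In limma's fit, 28 called probes had a fitted fold over 10-fold lower in body side skin and 0 over 10-fold higher. Of the 28, 14 were well above background on all 6 arrays. The other 14 were not well above background on every body side array, and 1 of them was lower by more than 10-fold at its bound. With each array left out, between 9 and 101 called probes had a fitted fold as low. Among the named genes, one LOC100137068 probe (A_70_P023171) had a signal of 4.57 ± 0.09 (log2, SD, n = 3) in body side skin and 9.78 ± 0.46 (SD, n = 3) in groin skin, a 37.1-fold difference, while its other probe (A_70_P023172) was lower by 3.03-fold. The LOC443300 probes were lower by 9.55-fold and 16.5-fold. The LOC101106865 probe had a log2 fold change of -3.81 (standard error 0.87, adjusted p = 0.041 from limma), with an SD of 1.78 among the body side arrays. The LOC101122398 probe was well above background on 1 of the 3 body side arrays, so the difference between area means is at least 5.93-fold. On that array, body side replicate 1, its signal was 6.01 (log2) against a groin mean of 7.21, a smaller difference. The SD in body side skin was 2.1 (n = 3), and the probe was not called (adjusted p = 0.061 from limma).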

Furthermore, many gene families which regulate different aspects of hair follicle growth showed differential expression in S/G (see Additional file 2: Table S3), such as growth factors, immune cytokines, *Keratins (KRT) and Keratin-associated proteins (KAP)*, and so on.

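Both K38 probes were higher in body side skin, with log2 fold changes of 2.14 (standard error 0.17, adjusted p = 0.0052 from limma) and 3.06 (standard error 0.41). The HOXA7 probes were lower in body side skin, with log2 fold changes of -2.43 (standard error 0.37) and -2.10 (standard error 0.36). The HOXA5 probes were well above background on 2 of the 3 body side arrays, and were lower by at least 5.04-fold and at least 4.90-fold. A list of keratins and other hair follicle genes (the hair keratin list) was not limited to keratins of the hair shaft. Of it, 4 genes had a RefSeq name and complete values, the keratins KRT25, KRT27 and K38 and the enzyme PADI3. Their median log2 fold change was 0.50 (limma camera, adjusted p = 0.42 over 7 lists, and 0.0021 with fry). The 3 keratins alone had a median of 0.14 and a mean of 0.92, the latter raised by K38 (adjusted p = 0.50 with limma camera and 0.00031 with fry). The median over the 449 genes tested was 0.13. The KRT25 probes, at 0.11 (standard error 0.14) and -0.042 (standard error 0.13), and the KRT27 probe, at 0.14 (standard error 0.17), did not differ beyond their error. With each array scaled to its 75th percentile in place of quantile normalization, the 4 genes had a median of 0.66. The median over all genes tested was then -0.026. The list had an adjusted p of 0.061 with limma camera and 0.00071 with fry under this scaling.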

### Selective verification for microarray data by QPCR

In order to verify the microarray results, we selected 10 genes, namely *FGF10, LOC443300, FGF18, Connexin43, SCD*, *ZO1*, *MMP2, ITGB1, PAG11* and *CRYAB*, to comparatively analyze their expression patterns by qPCR. 

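On the arrays, the FGF10 probe measured on all 6 arrays (A_70_P012572) had a log2 fold change of -0.08 (standard error 0.19, adjusted p = 0.78 from limma). The other 3 FGF10 probes were each well above background on 0 of the 3 body side arrays and 1 of the 3 groin arrays, and give no fold. Of these, A_70_P068087 was called as lower in body side skin (adjusted p = 0.026 from limma) and the others were not called. The PAG11 probe was 2.20-fold higher in body side skin, with every body side array above every groin array, but was not called (adjusted p = 0.058 from limma). No ZO1 probe was identified by name here.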

As shown in Figure 1, the qPCR results for the selected seven genes were consistent with the microarray results, except for *FGF10, ZO1* and *CRYAB*, thus reflecting the reliability of our microarray data.

**Figure 1:**
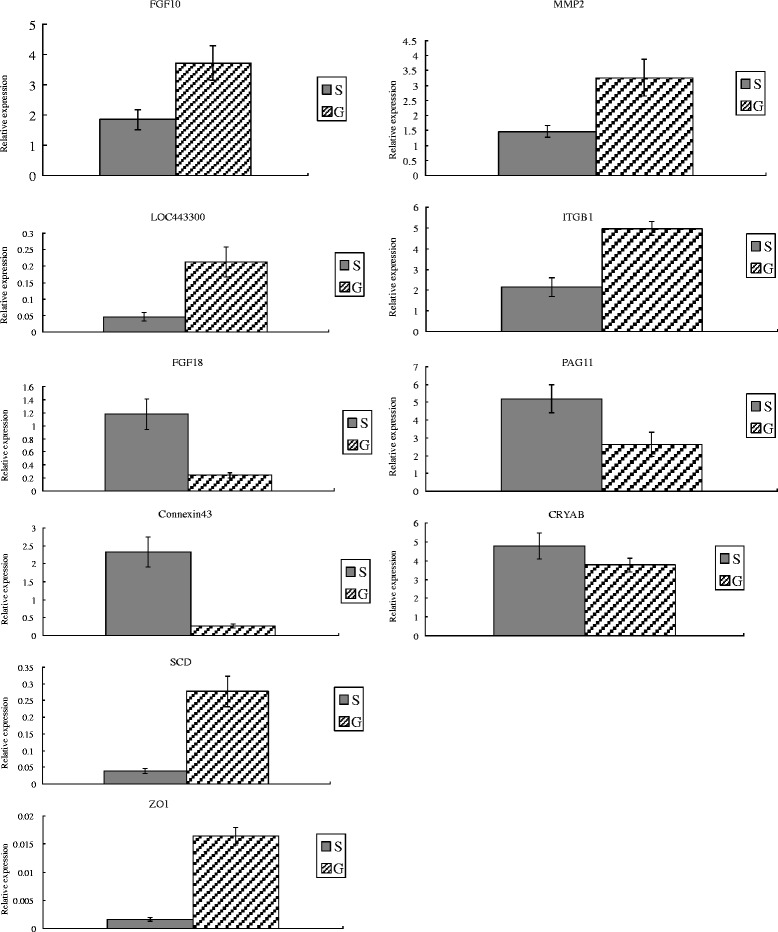
**Q-PCR validation of the microarray data.** P values (*T*-test) of the Q-PCR data are 0.036 (FGF10), 0.019 (LOC443300), 0.028 (FGF18), 0.018 (Connexin 43), 0.044 (SCD) and 0.019 (ZO1), respectively. S/G represent body side skin group/groin skin group, respectively.

### Hierarchical cluster analysis, biological process gene ontology (GO) analyses and putative gene networks

To further investigate the similarity in the expression patterns of protein-coding genes between the two skin areas, we performed cluster analysis using the Cluster 3.0 tool. 

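Over the called probes without a missing value, 1168 in number, average-linkage clustering on 1 minus Pearson correlation put the 3 groin arrays in one cluster and the 3 body side arrays in the other. The mean distance was 0.192 between areas, 0.029 within body side skin and 0.013 within groin skin. An exact one-sided permutation test over the 10 splits of the arrays gave p = 0.1, the smallest p this design allows. These probes were chosen for their difference between the areas. Over 13752 tested probes, body side replicate 1 joined the groin arrays instead.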

As shown in Figure 2, cluster analysis could make a distinction between the body side skin and the groin skin.

**Figure 2:**
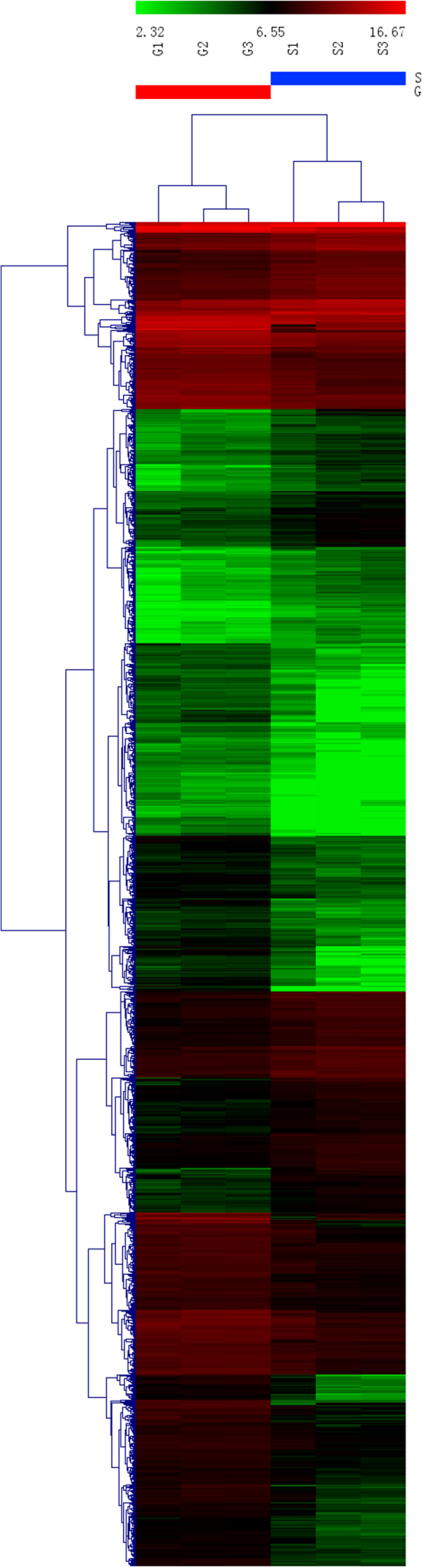
**Hierarchical cluster analysis of data between different skin areas of the Aohan fine wool sheep in anagen phase.** Each column represents one sheep, and each horizontal line refers to a gene. Color legend is on the top of the figure. Red indicates genes with a greater expression relative to the geometrical means, green indicates genes with a lower expression relative to the geometrical means. S1, S2 and S3 represent 3 repeats of body side skin group, and G1, G2, G3 represent 3 repeats of groin skin group.

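Of the 38 genes in Table S2, 36 had a tested probe that could be found by name, and 27 had at least 1 probe called by limma. Many of these names come from Table S1, which lists only probes the paper calls, so this tally is not independent of the paper's list.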

Based on the Database for Annotation, Visualization and Integrated Discovery (DAVID), 38 of the differentially expressed genes were classified into four categories, many of which shared the same genes, according to their functional correlation (Additional file 3: Table S2). The majority of the genes possibly related to the wool growth control could be assigned into four categories including regulation of receptor binding, multicellular organismal process, protein binding and macromolecular complex.

Two singnaling pathways, PI3K-AKT pathway and JAK-STAT pathway, were identified as biological pathways having more differentially expressed genes. Figure 3 displayed the putative interactions related to the differentially expressed genes of the two pathways. These interactions were intensively involved in cell cycle and apoptosis processes.

**Figure 3:**
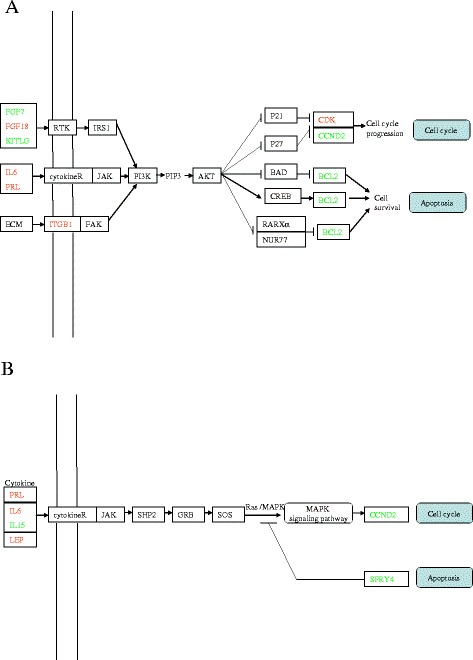
**Biological pathways having more differentially expressed genes. A**: PI3K-AKT Pathway; **B**: JAK-STAT Pathway. Gene name in red in the gene box indicates higher gene expression in S/G, green indicates lower gene expression, and black indicates no change of the gene expression.

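On the arrays, the CCND2 probe was higher in body side skin by 2.79-fold and the CDK1 probe by 3.81-fold. The SPRY4 probes were lower by 2.23-fold and 2.38-fold. The BCL2 probe was 2.07-fold higher and was not called (adjusted p = 0.058 from limma). One LEP probe was called at 2.41-fold higher and the other was not called at 2.84-fold higher (adjusted p = 0.066 from limma).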

We speculate that wool growth regulation shared similar gene networks with hair. So particular differentially expressed genes, which also appeared in the conclusion of factors with known hair growth regulatory roles [29], were included in the putative gene lists of wool growth regulation (Figure 4). In the networks, 3 genes (FGF7, IGFBP3 and PRL) were contained in the category of anagen promotion and maintenance, 3 genes (IL1A, IL6 and TAC1) were contained in the category of catagen-telogen promotion and maintenance, while 2 genes (CDKN1B and FGF18) were contained in the category of function unknown.

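The FGF7 probes were lower in body side skin by 2.21-fold and 3.08-fold. The TAC1 probes were lower by 2.12-fold and 2.49-fold. One CDKN1B probe, well above background on 1 of the 3 body side arrays, was lower by at least 4.04-fold. The other, well above background on 2 of the 3, was lower by 3.44-fold. The IGFBP3 probe was well above background on 1 of the 3 body side arrays. Its mean was lower by at least 2.62-fold and it was not called (adjusted p = 0.063 from limma). On the body side array that measured it, replicate 1, the signal was 4.74 (log2) against a groin mean of 5.61, a smaller difference. One PRL probe was 2.57-fold higher (adjusted p = 0.047 from limma). IL6 was well above background on 0 of the 3 groin arrays and higher in body side skin, close to the threshold (adjusted p = 0.04997 from limma). Its bound depended on the processing and lay between at least 2.97-fold with the 75th percentile and at least 4.73-fold with quantile normalization and no floor. On the deposited values it was at least 3.91-fold.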

**Figure 4:**
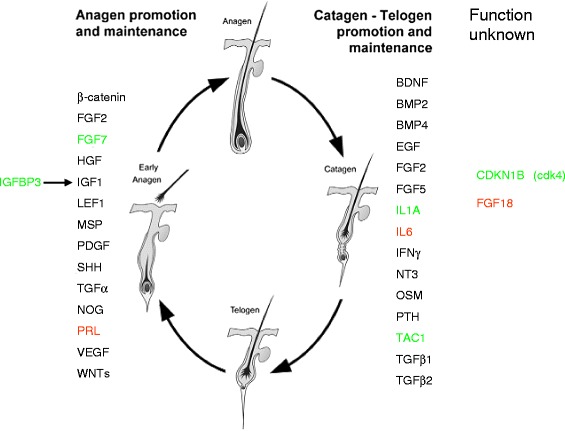
**Selected factors with possible hair growth regulatory roles** [29]**.** In the hair growth cycle, some factors play roles in anagen promotion or maintenance (left), some factors play roles in catagen–telogen promotion or maintenance (middle), and others have unkown funtions (right). The differentially expressed genes in this study was highlighted in colour (green or red). Genes in green represent that their regulation direction were in agreement with their putative function, while genes in red represent the opposite situation.

### Quantitative comparison and identification of protein spots on 2-DE gels

To detect differential protein expression between the two skin areas, we constructed triplicate 2D maps of protein samples for each group were created. Figure 5 shows two representative 2-DE gel images of the protein expression patterns of the two groups. One hundred and eighty-seven protein spots showed significant (p < 0.05, *t*-test) differences in expression levels between the body side skin group and the control. Of the 187, 85 protein spots were more highly expressed and 102 were less highly expressed in body side skin as compared to the groin skin. Some of them could not be identified because of incomplete polypeptide fragments or low abundance (beyond the identification limit). In total, 46 protein entries were identified by MALDI-TOF/MS analyses. An overview of these proteins is presented in Additional file 4: Table S4.

**Figure 5:**
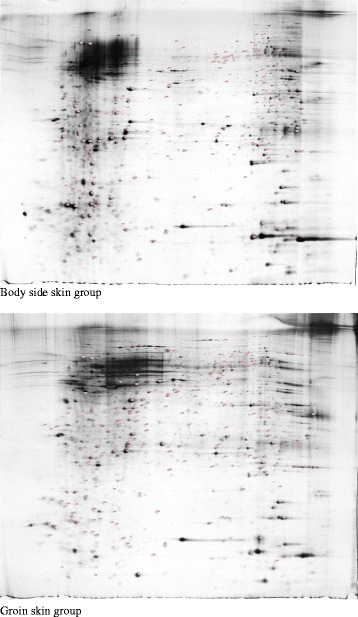
**Representative image of 2-DE silver stained polyacrylamide gel.**

## Discussion

### Methodologies

This study is a pilot to establish microarray methodologies in the wool growth field. Our results contrasted the gene expressed in the skin cells from hair-rich and hairless regions at transcriptional and translational levels. The number and fold-change of DE genes in December were much lower than that in August (5605 probes were differentially expressed in August; data not shown). That was compatible with reduced follicle activities in winter [26,30]. And most of DE genes in December were also differentially expressed in August (data not shown).

The advantage of this study is that samples could be obtained easily while the weakness of this study is the low specificity in the samples because the skin samples compose not only wool follicle, but also other parts of the skin.

### The limitations encountered during the study and how we determine the results

The small sample size is another weakness of this study. These three animals used in the study were half sibs (sharing the same father). The number of our resource population was not very large, so it was difficult to select more than three even-aged half sibs. It is unusual using only three animals, but this shortcoming could be partly made up for through using genetically related animals. Additionally, to confirm the reliability of the results from the microarray experiments, we conduct the qPCR validation for the expression levels of selected 10 genes, whose fold-changes between the two skin areas ranged from 2.15 to 19.42. Seven of these 10 genes displayed the same regulation directions compared to the microarray results, indicating our differential expression data had relatively reliable value in the field.

The technical approach (microarrays) is another limitation of the study. First, the number of the probes (15208) designed by Agilent is limited compared to the RNA-seq method [25]. Most of the probes were inadequately annotated. The full utility of the microarray data depends on the complete annotation of the whole sheep genome. Second, the specificity of the probes is relatively lower than RNA-sequencing, although using 60-mers long probes in our study. False positive and false negative phenomena exsit unavoidably in the microarray data.

### Functional implication of differentially expressed genes in the microarray study

In the present study, we investigated the molecular events possibly related to sheep hair growth control using microarray and proteomic technologies. 

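Of the called probes, 58.0% were lower in body side skin. With each array scaled to its 75th percentile in place of quantile normalization, 75.9% of 1145 called probes were lower. The median log2 fold change over all tested probes was 0.088 with quantile normalization and -0.030 with the 75th percentile. With no fold threshold, 45.5% of 2070 probes were lower.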

Transcriptomic analysis identified hundreds of differentially expressed genes displaying over 2-fold difference between the two sampled skin regions of Aohan fine wool sheep at December time point, and the number of less highly expressed transcripts (892) in body side skin was greater than that of the more highly expressed ones (602). The qPCR results validated the reliability of our microarray data.

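The IL1A probes were lower in body side skin, with log2 fold changes of -1.48 (standard error 0.23, adjusted p = 0.023 from limma) and -1.25 (standard error 0.20). The IL1B probe had a log2 fold change of 0.36 (standard error 0.13) and was not called.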

IL-1A and IL-1B inhibit hair growth in vitro as reported previously [31], but IL-1A has shown downregulation in body side skin in our study. One possibility is in vivo IL-1A controls wool growth in a time dependent or a negative feedback manner.

The skin of skin-specific *SCD1* knock-out (SKO) mice exhibited variable orthokeratotic hyperkeratosis and parakeratotic hyperkeratosis, occasional mal-aligned hair follicles, and instances of protrusion of hair shafts out of the hair follicle and into the surrounding connective tissue, with an infiltration of inflammatory cells surrounding the exposed hair shaft and keratin material [32]. In our study, *SCD* was less highly expressed at 11.91 fold change in body side skin. This maybe indicate that the *SCD* could play an important role in groin skin.

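The SCD probe was well above background on all 3 groin arrays, at 6.1 ± 0.06 (log2, SD, n = 3), and on 0 of the 3 body side arrays. Its difference is therefore only bounded, at least 4.36-fold lower in body side skin.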

*MMP2* activity is associated with the disappearance of collagen VII during the invasion of epithelial cords of hair follicles and sweat glands in human skin [33]. *MMP2* plays a role in hair growth-associated extracellular matrix remodeling and cell migration, and may be a downstream effector through which thymosin ß4 exerts its effect on hair growth [34]. However, *MMP2* showed significant lower expression in body side skin. This may suggest sheep has a different hair growth regulatory mechanism than human.

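Of 3 MMP2 probes, only A_70_P061386 was called, and it was well above background on 0 of the 3 body side arrays. The others, measured on all 6 arrays, had log2 fold changes of -1.07 (standard error 0.39, adjusted p = 0.11 from limma) and -1.37 (standard error 0.42, adjusted p = 0.072 from limma).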

There is a log linear relationship between the relative level of beta 1 integrins (*ITGB1*) on the cell surface and proliferative capacity in keratinocytes [35]. *ITGB1*-mediated signalling is also important in human hair growth control [36]. Skin and hair follicle integrity is crucially dependent on *ITGB1* expression in keratinocytes [37]. In our study, however,*ITGB1* expression in the body side skin was less highly expressed. 

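The ITGB1 signal was 9.16 ± 0.27 (log2, SD, n = 3) in body side skin and 10.6 ± 0.16 (SD, n = 3) in groin skin, 2.74-fold lower (adjusted p = 0.018 from limma).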

The mechanism how it happens deserves further investigation.

Rowe et al. confirmed that predominantly *CYP1A1* was located to the sebaceous gland surrounding the hair shaft [38]. It is not known why *CYP1A1* expression was less highly expressed more than 10 folds in the body side skin from our data. This interesting phenomenon is worth pursuing in future studies.

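The CYP1A1 probe had a signal of 6.65 ± 0.38 (log2, SD, n = 3) in body side skin and 11.9 ± 0.69 (SD, n = 3) in groin skin. The log2 fold change was -5.29 (standard error 0.39, adjusted p = 0.0047 from limma).

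**Figure D1:**
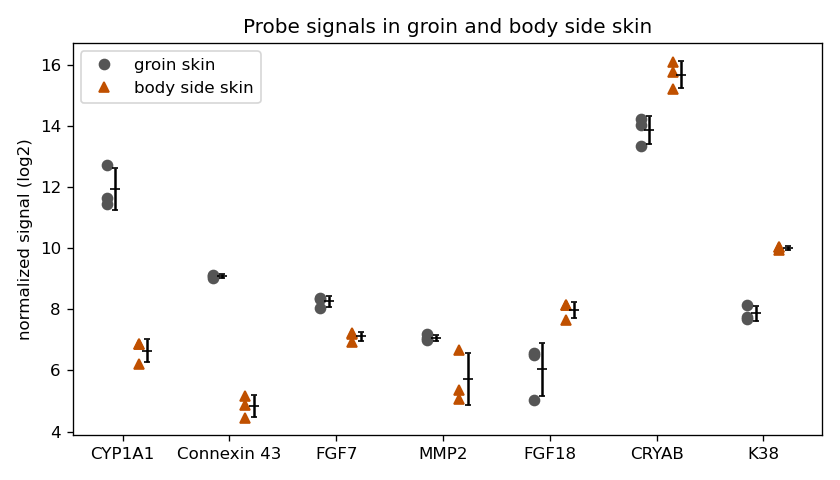
Normalized log2 signal (vertical axis) of 1 probe for each of 7 genes (horizontal axis) on the groin arrays (circles) and body side arrays (triangles), with the mean and SD of 3 arrays beside each group. CYP1A1 shows the widest gap of the 7, with a log2 fold change of -5.29.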

As development proceeds, *GluD1* expression becomes restricted to the hippocampus, cochlear and vestibular hair cells, and spiral ganglion cells [39-41]. Hair follicles are also derived from ectoderm. So why *GLUD1* was less highly expressed in body side skin really deserves further investigation.

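A pair of GLUD1 probes measured on all 6 arrays were lower in body side skin by 4.49-fold and 4.61-fold. The third probe was well above background on 0 of the 3 body side arrays, and was lower by at least 4.17-fold.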

*Connexin 43* (*Cx43*) is a gap junction protein expressed in the follicular dermal papilla (DP) [42]. A recent mouse model research suggested an important role for *Cx43* in hair regeneration, growth, and cuticle formation [43]. However, Connexin 43 was less highly expressed in body side skin in the microarray analysis of this study, and it was also confirmed by qPCR.

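The Connexin 43 probes were both 19.0-fold lower in body side skin on the arrays, with standard errors of 0.40 and 0.21 on the log2 scale (adjusted p = 0.0092 and 0.0014 from limma). Their signals were 6.84 ± 0.75 and 4.84 ± 0.36 (log2, SD, n = 3) in body side skin.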

Several papers indicated that prostaglandin induced hair growth [44,45], but in our results, one prostaglandin synthase (*PGFS*) were less highly expressed in body side skin. This interesting contradiction remains to be further elucidated.

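The PGFS probe was lower in body side skin by 4.83-fold (adjusted p = 0.026 from limma).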

We have indeed tried our best to find out differentially expressed genes associated with LCE and MOGAT as reported in a Science paper [25]. However, we could find only a few genes (DGAT2, LPL, ZO1, GJB2 and ITGB1) that have the possibility to play roles in epidermal development complex (EDC) or skin lipid metabolism. 

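DGAT2 was lower in body side skin by 2.06-fold (adjusted p = 0.039 from limma). Of 5 GJB2 probes, all were higher in body side skin, except that A_70_P016857 was lower with array weights (log2 fold change of -0.22), and 3 were called, at 2.28-fold, 2.13-fold and 2.13-fold. Both LPL probes were not well above background on any body side array, and 1 was called, itself well above background on 2 of the 3 groin arrays.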

One reason for limited DE genes is that what we compared were different regions of sheep skin tissue (which might share similar principles in EDC regulation and lipid synthesis), not distinct tissues such as rumen and skin. That might also be caused by inadequate annotation of the probes or less gene coverage redundancy of the Agilent microarray.

### Functional implication of differentially expressed proteins in the proteomic study

Most of the differentially expressed proteins were not listed above in the Discussion.

Cryab protein was detected in 2DE in groin skin but not in body side skin. But the Cryab transcripts was more highly expressed in body side skin by the microarray study, though the differential expression was not validated by qPCR. This gene, downregulated in the transcriptional level during the depilation-induced hair cycle [46], was considered to play a role in regulation of apoptosis.

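The CRYAB signal on the arrays was 15.7 ± 0.45 (log2, SD, n = 3) in body side skin and 13.9 ± 0.46 (SD, n = 3) in groin skin, 3.52-fold higher.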

FGF18 protein was less highly expressed in body side skin compared to the control. But the FGF18 transcripts was more highly expressed by the microarray study. 

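The FGF18 probe was 3.83-fold higher in body side skin, with an SD of 0.87 among the groin arrays (log2, n = 3).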

Consistent to our microarray results, FGF18 is highly expressed in hair follicles and capable of inducing anagen from telogen stage hair follicles [30].

KRT14 and KRT2.11 proteins were both less highly expressed in body side skin compared to the control. But these proteins were expected to play roles in wool follicles [47-51].

PADI3 played roles in the assembly of a globular S100A3 homotetramer,a putative Ca^2+^ modulator maturing human hair cuticle [52]. But the PADI3 protein was less highly expressed in body side skin compared to the control in our study. This interesting contradiction remains to be further elucidated.

*FGFR3* RNA was detected in precuticle cells in the periphery of the hair bulb [53,54]. But FGFR3 protein was less highly expressed in body side skin compared to the control in our study.

### Concordance between the results of transcriptomic and proteomic levels

In the results of transcriptomic level (microarray), the number of more highly expressed genes was less than that of less highly expressed ones (602 versus 892). Consistently, more highly expressed protein spots were less than more lowly expressed ones (85 versus 102).

The concordance between these two results from microarray and proteomic experiments was shown in Additional file 4: Table S4. Of the 46 identified proteins, 13 corresponding transcripts also shown differential expression. Among these 13 transcripts, the regulation trends of only 6 (in green) were consistent with their protein counterparts. 

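Table S4 gives a transcript level for 13 entries, of which 5, CRYAB, PRL, CCND2, HSPA5 and v15, had tested probes with exactly that name here. For CRYAB, PRL and CCND2 at least 1 probe was called as higher in body side skin. The HSPA5 probe was called as 3.21-fold lower, and neither of the v15 probes was called.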

The inconsistency of the two levels of other 7 DE genes (in red) might be produced by post transcriptional regulation or for unknown reasons.

### The confidence of the differentially expressed transcripts

For the Agilent microarray, the probe number of each gene is indefinite, from 1 to 5. There exists alternative splicing after gene transcription, so the inconsistency between different probes for the same gene is sometimes reasonable. Certainly the confidence is higher if all probes for the same gene were differentially expressed. For example, there are 4 probes for FGF7 and LOC443300(YWHAE) separately, of which 2 were both less highly expressed in S/G. So we speculated that the reliabilities of differential expression of FGF7 and LOC443300 were close to each other. 

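By name, 2 probes were found here for FGF7 and 2 for LOC443300, and each was called as lower in body side skin. The paper counts more probes for each gene, so others were not found. The LOC443300 probes carry an expressed sequence tag and were named through the paper's lists of changed probes. Unchanged probes would not be found that way, so this count does not show that all probes agree.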

While MMP2 differential expression was only detected in one of three probes, then its confidence might be lower than the former two genes (FGF7 and LOC443300). Nevertheless, because of the inadequate annotation of most probes, we found it difficult to calculate probe number of all the differentially expressed genes.

### Gene networks

Figure 5 listed some of the factors which possibly play roles in wool growth regulation [29]. We speculate that lower temperature and shorter day photoperiod were key causes of the downregulation of wool growth rate. So we could speculate that those 8 genes (*IL1A,FGF7,TAC1,IGFBP3,CDKN1B,IL6,FGF18 and PRL*) played roles in wool growth regulation during winter.

## Conclusions

In summary, the data presented in this study suggested that the body side skin displays a differentially expressed pattern in comparison with the groin skin at December time point. The majority of these genes possibly related to the wool growth control, and they could be assigned into the categories including regulation of receptor binding, multicellular organismal process, protein binding and macromolecular complex. Several potential gene families might participate in hair growth regulation, including fibroblast growth factors, transforming growth factor-β, insulin-like growth factor, and so on. Proteomic analysis also identified hundreds of differentially expressed proteins. This systematic analysis could lead to a better understanding of the wool growth control mechanism in Aohan fine wool sheep.

## Methods

### Animals and sample preparation

All animals were treated in accordance with the animal protocols defined by national and local animal welfare bodies, and all animal work was approved by the Shandong Province Biological Studies Animal Care and Use Committee.

Sampling methods were described previously [25,26]. One ram and two ewes of 16-month-old Aohan fine wool sheep were used in the microarray study. These animals were half sibs (sharing the same father). In December 2010, two areas of full-thickness skin were sampled from the same animal under local anaesthesia: body side skin (wool bearing) and groin skin (non-wool bearing) for microarray and proteomic experiments. The area of each sample was about 1 cm^2^. All samples were immediately put into collection tubes and stored in liquid nitrogen for RNA and protein extraction. A total of 15, 208 probes were spotted on this Agilent Sheep Gene Expression Microarray (Santa Clara, CA, USA).

### RNA extraction and microarray hybridization

TRIzol (Invitrogen) was used for total RNA extractions according to the manufacturer’s protocol. RNA quantity and quality were measured by NanoDrop ND-1000. Its OD260/OD280 ratio was confirmed to be higher than 1.8. RNA integrity was assessed by standard denaturing agarose gel electrophoresis. The RNA samples were sent to Kangchen Biotechnology Limited Company (Shanghai, China) for hybridization to the Agilent Sheep Gene Expression Microarray (Santa Clara, CA, USA). Each RNA sample was hybridized to one microarray slide. 1 μg of total RNA from each sample was amplified and transcribed into fluorescent cRNA with using the manufacturer’s Agilent’s Quick Amp Labeling protocol (version 5.7, Agilent Technologies). The labeled cRNAs were hybridized onto the Whole Genome Oligo Array (4x44K, Agilent Technologies).

### Microarrays data analysis

After hybridization and washing, the microarray slides were scanned with the Agilent Scanner G2505B. The resulting text files extracted from Agilent Feature Extraction Software (version 10.5.1.1) were imported into the Agilent GeneSpring GX software (version 11.0) for further analysis. Quantile normalization, probe annotation and subsequent data processing were performed using the GeneSpring GX v11.0 software package (Agilent Technologies). After Quantile normalization of the raw data, genes that at least 1 out of 6 samples have flags in Present (“All Targets Value”) were chosen for differentially expressed genes screening. Gene expression levels were quantified relative to the expression of GAPDH. Differentially expressed genes were identified through fold-change screening. The fold-change of 2.0 and a false discovery rate of approximately 5% were set as the threshold. All data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE62552 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc). Clustering analysis of all differentially expressed genes was performed using Cluster 3.0 [55,56] to analyze the similarity in the expression patterns among different skin sites. The functional annotation of differentially expressed genes was performed by the DAVID (The Database for Annotation, Visualization and Integrated Discovery) gene annotation tool (http://david.abcc.ncifcrf.gov/) [57]. The KEGG pathway analysis was done manually (http://www.genome.jp/kegg/).

Particular differentially expressed genes, which also appeared in the Figure 1 of reference No. 29 summarizing selective factors with known hair growth regulatory roles [29], were included in the putative gene networks of wool growth regulation. The networks contained genes possibly playing roles in anagen promotion and maintenance, in catagen-telogen promotion and maintenance, or with function unknown.

### QPCR

The total RNA samples prepared for microarray analysis were also used for qPCR analysis. Reverse transcriptions were performed using RevertAid First Strand cDNA Synthesis Kit (MBI Fermentas, Vilnius, Lithuania) according to the manufacturer’s protocols. The primers were designed with the Oligo 6.0 program. The primer sequences, melting temperatures and product sizes are shown in Table 1. Gene expression levels were quantified relative to the expression of GAPDH.

**Table 1:** **Primers used for Q-PCR validation**

**Gene**	**Primer sequence (5’-3’)**	**Tm (°C)** ^**a**^	**Target size (bp)**
GAPDH^b^	Forward: ATGCCTCCTGCACCACCA	60	76
	Reverse: AGTCCCTCCACGATGCCAA		
FGF10	Forward: GATCCGAGAAAGGAGCGAGG	60	554
	Reverse: TCCAGGATACTGTACGGGCA		
LOC443300	Forward: ACCAACACATCCCATTCGCT	60	140
	Reverse: CACTCAGCGTGTCCAGTTCT		
FGF18	Forward: AAGTCCGGATCAAGGGCAAG	60	98
	Reverse: CACACACTCTTTGCTGGTGC		
Connexin43	Forward: GTCGTGTCGTTGGTGTCTCT	60	291
	Reverse: CACTCAGCGTGTCCAGTTCT		
SCD	Forward: AAGAGTGGCTGAGTTTCTGGTC	60	277
	Reverse: GAAAGGAAGGTGATAGGGACAA		
Zo1	Forward: AGATAGCCCTGCAGCCAAAG	60	117
	Reverse: GGGAGGTCAAGCAGGAAGAG		
MMP2	Forward: AACGCCATCCCTGATAACCT	60	126
	Reverse: GCTTCCGAACTTCACGCTC		
ITGB1	Forward: AGCACGGATGAGGTGAACAG	60	407
	Reverse: CCAAGGCAGGTCTGACACAT		
PAG11	Forward: AGCGTCGCCTACGAATCTG	60	120
	Reverse: CTCAAACCCATATTCCGTCACA		
CRYAB	Forward: CACCCAGCTGGATTGACACT	60	147
	Reverse: CCTCATGTTTGCCATGCACC		

^a^The annealing temperature represents the optimal temperature during quantitative PCR.

^b^RNA levels of GAPDH was assayed for normalization during quantitative PCR.

### Tissue protein extraction

Lysis buffer preparation: 42% Urea, 15.2% Thiourea, 4% CHAPS, 1% DTT. Sampled tissues were homogenziated in lysis buffer (containing 1% cocktail and 2% IPG-buffer, added right before use) at the ratio of 1:7 (weight/volume). The tissues were cut into small pieces by ophthalmic scissors, and left at 4°C for 1 h, vortexed it every 15 min. Then, the tissue homogenate was centrifuge at 40,000 g for 30 min. Supernatants were collected and stored at −80°C. Protein concerntrations were determined by Bradford method.

### One-dimensional electrophoresis

0.5% IPG-buffer was added into each 150 μg protein sample (in a final volume of 400-600 μL), and was loaded in the One-dimensional electrophoresis instrument. The progamme is as follows: Step-n-hold (S1, 30 V for 6 h; S2, 60 V for 6 h); Gradient (S3, 500 V for 1 h;S4,1000 V for 1 h; S5, 3000 V for 3 h; S6, 8000 V for 3 h); Step-n-hold (S7, 8000 V for 20 h).

### 2-dimensional (2-D) SDS-PAGE preparation

Tris–HCl (PH = 8.8), Monomer storage (30% Acrylamid and 0.8% NN’-methy lenebisacry lamid), 10 × electrophoresis buffer (3.03% Tris-Base, 14.4% Glycine, 1% SDS), balanced solution (36.05% Urea, 5% Tris–HCl, 2% SDS, 34.5% Glycerine).

### The second dimensional SDS-PAGE

The electrophoresis programme is as follows:

- Transfer: Voltage 300v, Current 50 mA, Time 1 h.
- Separation: Voltage 300v, Current 200 ~ 250 mA, Time 4 ~ 5 h.
- Fixative preparation: 40% Ethanol and 10% Acetic acid.
- Electrophoresis was carried out until the blue dye front had just disappeared from the bottom of the gel.
- Fixation: take out the rubber strip and put it into Fixative for 1 h.

### Staining and visualization

Sensitizing solution preparation: 30% Ethanol, 0.314% Na_2_S_2_O_3_, 6.8%NaAc.

Sensitizing: the gels were sensitized for 30 min.

Washing: the gels were washed for three times using ddH_2_O. Ten minutes each time.

Ilver staining: Silver staining solution was prepared (1.25 AgNO3 and 200 μL Formaldehyde in 500 mL ddH_2_O). The gels were stained by the solution for 20 min.

Washing: the gels were washed for 2 min using ddH_2_O.

Visualizing solution preparation: 12.5 g Na_2_CO3 and 100 μL Formaldehyde in 500 mL ddH_2_O.

Termination solution preparation: 2 g Glycine in 50 ml ddH2O.

Visualization until the solution became muddy, then terminating for 30 min.

### Determination of relative protein expression

Gels were then scanned and analyzed using ImageMaster TM 2D platinum software (Version 5.0, GE Healthcare, San Francisco, CA, USA). The expression level was determined by the relative volume of each spot in the gel and expressed as %Vol (%Vol = [spot volume/Σvolumes of all spots resolved in the gel]). The means and standard deviations of both sample groups were calculated. Statistical significance with Student’s t-tests using ImageMaster TM 2D platinum software. P values <0.05 were considered statistically significant.

### Identification of differentially expressed proteins by mass spectrometry (MS)

Protein spots with significant differences between the two groups were excised, dehydrated in acetonitrile, and dried at room temperature. Gel pieces were denatured, alkylated, trypsin digested and analyzed by an Ultraflex II MALDI-TOF-TOF mass spectrometer (Bruker Daltonics GmbH, Bremen, Germany) under the control of FlexControl TM 2.4 software (Bruker Daltonics GmbH). Acquired peptide mass fingerprint (PMF) were processed using the software FlexAnalysis™ 3.0 (Bruker Daltonics, Bremen, Germany). The peak detection algorithm was: SNAP (Sort Neaten Assign and Place); S/N threshold: 1.5; Quality Factor Threshold: 50. The tryptic auto-digestion ion picks (trypsin [108–115] 842.5094 Da, trypsin [58–77] 2211.104 Da) were used as internal standards. The resulting peptide mass lists were used to search the Matrixscience database (http://www.matrixscience.com). The following search parameter criteria were used: mass tolerance 100 ppm, miss cleavage≦1, modification comprises carbamidomethyl and methionine oxidation. Matched peptides number between experimental PMF and theoretical PMF≧5 [58]. All MS data have been deposited in PeptideAtlas and are accessible through Dataset Identifier PASS00597 (http://www.peptideatlas.org/PASS/PASS00597).

## Availability of supporting data

All cDNA microarray data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE62552 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE62552).

Proteomic data have been deposited in PeptideAtlas and are accessible through Dataset Identifier PASS00597 (http://www.peptideatlas.org/PASS/PASS00597).

## Additional files

Additional file 1: Table S1. Differentially expressed genes. Additional file 2: Table S3. DE genes and their relation to different aspects of hair follicle growth. Additional file 3: Table S2. Gene Ontology analysis. Additional file 4: Table S4. Differentially expressed proteins.

# Supplementary material for: Identification of skin-expressed genes possibly associated with wool growth regulation of Aohan fine wool sheep
**Source:** BMC Genet. 2014 Dec 16;15:144. doi: 10.1186/s12863-014-0144-1
**Supplement:** Additional file 2: Table S3. — DE genes and their relation to different aspects of hair follicle growth.

**Table S3 DE genes and their relation to different aspects of hair follicle growth (Stenn and Paus, 2001)**

How the deposited data were processed for this re-analysis (not part of the article)

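Body side and groin skin of Aohan fine wool sheep were compared on 3 one-colour arrays per area. The authors deposited the scanner's processed signal intensity for each spot, after the scanner software's background correction, and a table of log2 values. Setting signals under 5 to 5, taking log2 and quantile normalizing the scanner values gave values close to that table, which is therefore used as an alternative.

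From the scanner intensities, control spots and spots marked as outliers were left out, log2 values of one probe's spots were averaged, and the arrays were quantile normalized. A probe counted as well above background on an array where most of its kept spots were. The tests used limma 3.58.1 in R 4.3.3 with Benjamini-Hochberg adjustment and no block. A probe not well above background on every array of one area has a bound in place of a fold: the mean of the brighter area against the mean, per array, of the higher of the probe's own value and the lowest value among probes well above background. No fold is given where that is under 1 or both areas are dim. Where the probe's own values exceed those lowest values on each array of the dimmer area, the fold is given with the number of arrays that measured it. All spots lie on arrays of one scan, in 3 columns and 2 rows of one slide by their positions. The paper's methods instead state one slide for each RNA sample, and this difference is not resolved here.

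Gene lists written before the data were examined were tested with camera (preset correlation) and with fry, on genes named through the RefSeq table of assembly ARS-UI_Ramb_v3.0, from which only names were taken. Genes with a missing value on an array were left out of the list tests, which removed 1 gene of the hair keratin list, 1 adipocyte gene and 2 ribosomal protein genes. Lists with fewer than 3 genes left, for homeobox, blood, ribosomal protein, epidermal differentiation and sex-linked genes, were not tested, except that the ribosomal protein list had enough genes with outlier spots kept. The rule for the genes named covered those of the paper's text, figures and Tables S2, S3 and S4, the 5 largest called rises and falls measured on all 6 arrays without overlap between areas, the control genes GAPDH and ACTB, and called list members. Not all of them are given with values. Genes of Tables S2 and S3 not named elsewhere enter only as tallies.

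On 20 simulated data sets of 13752 probes with 200 changed for the comparison of 3 body side with 3 groin arrays, limma recovered 80.0% of the changed probes and 5.02% of its calls were false. The unadjusted equal-variance test recovered 94.0%, and 34.1% of its calls were false. In these simulations each changed probe differed by well over the fold threshold, errors were independent and every array had the same spread. No array was an outlier and no animal was shared. The false shares also depend on how many probes are changed. These rates are therefore not those of the real data. A first version of this check used a single simulation and was run after the real data. The copy of Table S1 used here holds 1467 of the paper's 1494 rows, so no overlap test was made with it. The normalization, background correction, floor, filters, test, replicate block, deposited values and each array left out were varied as alternatives.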

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

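The slide position blocks, the hair keratin list without PADI3, the set tests with outlier spots kept, and the deposited values combined with the equal-variance test were chosen after seeing the data. The other alternatives were fixed before the data were examined. Scaling to GAPDH was not run, since no GAPDH probe was identified. Slide or scan as a block was not run, since by spot positions all arrays share one slide and scan. The paper's methods state one slide for each sample. The background alternative used median in place of mean spot signals.

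The 1170 called probes became 445 with normexp background correction, 340 with the equal-variance test after Benjamini-Hochberg adjustment, 3338 with array weights and 2070 with no fold threshold. Leaving out each array gave between 11 and 2959 calls. The lowest, 11, came without groin replicate 3 and the highest, 2959, without body side replicate 1. With slide row as a block 52 were called, and with slide column as a block 0 by limma, although 1881 had an unadjusted p under 0.05. On the deposited values, 424 passed the equal-variance test after adjustment. With the replicate block 8 were called. The paper states that both areas were sampled from the same animal, but not that a replicate number marks an animal. The deviations of same-numbered arrays had correlations of 0.13, 0.073 and 0.057 over the tested probes. Differently numbered arrays reached 0.13 for groin replicate 3 with body side replicate 2 and 0.094 for groin replicate 2 with body side replicate 3, so these values do not settle which arrays share a sheep, and no pairing was used. The fit without a block leaves any shared sheep out of account. Over probes well above background on all 6 arrays, a set chosen afterwards, the same-numbered correlations were 0.18, 0.13 and 0.11, and the same 2 differently numbered pairs had 0.18 and 0.17. The blocked fit keeps fewer degrees of freedom, and the cause of the other changes was not tested.

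The 28 probes lower by more than 10-fold became 43 with the 75th percentile, 9 with normexp, 17 among probes well above background on all 6 arrays, 16 and 15 after adjustment of the equal-variance test on the scanner and deposited values, 101 with array weights, 8 with the replicate block, 15 with slide row and 0 with slide column. With each array left out it lay between 9 and 101. The share of calls lower in body side skin, 58.0%, was 75.9% with the 75th percentile, 48.8% among probes well above background on all 6 arrays, 45.5% with no fold threshold, 100% with the replicate block and 88.5% with slide row. It lay between 53.7% and 100% with each array left out. Requiring all 6 arrays removes probes that fell below background in one area, so the 48.8% and the 17 are no test of the share or the count. The filter also changes the fit and its adjustment, since calls higher in body side skin rose from 491 to 578 under it, and these parts were not separated. The mean clustering distance between areas minus that within, 0.171 over the called probes, fell to 0.0203 over all tested probes, where the 2 clusters were no longer the areas. With the 75th percentile it was 0.168 over the same called probes, a setting chosen after seeing the data, and 0.071 over the probes called with that scaling. It was 42.1 in the other units of Euclidean distance. Apart from all tested probes, these settings use probes chosen for the difference between areas, so that their clusters were the areas says little.

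Among the 7 gene lists tested, none passed with camera in limma. The adjusted p was 0.097 for the adipocyte and sebaceous lipid lists, which share PPARG, 0.42 for the hair keratin list and 0.88 for the anagen, catagen, immune and skeletal muscle lists. With fry, the hair keratin list (adjusted p = 0.0021), sebaceous lipid genes (adjusted p = 0.0067) and immune genes (adjusted p = 0.033) passed. The immune list did not pass with fry and the 75th percentile (adjusted p = 0.76, lower in body side skin). With each array left out, its adjusted p with fry lay between 0.021 and 0.29. Over probes well above background on all 6 arrays it passed with fry (adjusted p = 0.0075), while the sebaceous lipid list did not (adjusted p = 0.36). Without PADI3, the hair keratin list had an adjusted p of 0.50 with camera and 0.00031 with fry. With outlier spots kept, the ribosomal protein list had 4 genes, 3 of them lower in body side skin (adjusted p = 0.27 with camera and 0.040 with fry over 8 lists). None of the 7 lists passed with an estimated correlation. With the replicate block, the adipocyte and sebaceous lipid lists passed with camera (adjusted p = 0.045 for each). Without a block, the catagen list turned direction with fry (adjusted p = 0.94). With camera it turned over probes well above background on all 6 arrays (adjusted p = 0.85), as did the anagen list (adjusted p = 0.90). The immune list turned with camera and the 75th percentile (adjusted p = 0.94). With each array left out, the adjusted p lay between 0.79 and 0.99 for the catagen and immune lists. The catagen list turned without groin replicate 1, and the immune list without groin replicate 1 and without body side replicate 1.

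Among named probes, none called here changed sign. ACTB, dim on both areas, went from a log2 fold change of 0.05 to -0.41 with the 75th percentile, -0.18 with the floor, -0.062 with normexp, -0.18 with the deposited values under each test, -0.23 with slide column, and lay between -0.34 and 0.54 with each array left out. FGF10 A_70_P012572 went to 0.0070 with slide row and between -0.18 and 0.040 with each array left out, and FGF10 A_70_P068086 to 0.094 with slide column. GJB2 A_70_P016857 went to -0.22 with array weights. IL15 A_70_P030111 went to 0.043 with the floor and 0.0045 with normexp. The bounds hold for the scanner's processed signal. With normexp, whose offset of 50 was added to each signal, 15 of 17 bounded probes had a fitted fold under their bound.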

Differences from the paper's values

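The paper's 1494 probes, 602 higher and 892 lower, stand beside 1170, 491 and 679 here. The deposited values with an unadjusted equal-variance test and a fold of 2, a setting chosen after seeing the data, give 1494, 602 and 892. After Benjamini-Hochberg adjustment of the same p-values, 424 probes remain past the threshold. The paper's methods state a false discovery rate.

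All 45 probes of Table S3 changed in the paper's direction here, and 40 were called. Table S3 lists probes the paper calls from these same arrays, so this tally is no independent check. The paper counts LOC101122398 and BCL2, and in Table S3 TNFRSF1A, CD1, ZFP36, PAG11 and IGFBP3, as differentially expressed, and limma did not call them here. All of them are called with array weights, without body side replicate 1 and with the unadjusted equal-variance test on the deposited values, a setting chosen after seeing the data. All but ZFP36 are called with probes well above background on all 3 arrays of one area and with the unadjusted equal-variance test on the scanner values, and all but ZFP36 and IGFBP3 with eBayes with trend and robust. Probes well above background on all 6 arrays give PAG11, BCL2 and CD1, normexp gives LOC101122398, and the deposited values with limma give TNFRSF1A.

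In Figure 3 the paper colours CCND2 and BCL2 as lower and ITGB1 as higher in body side skin. Here CCND2 was 2.79-fold and BCL2 2.07-fold higher, and ITGB1 was 2.74-fold lower. The array values in the paper's supplement also have CCND2 higher and ITGB1 lower in body side skin. The paper's Discussion likewise describes ITGB1 as lower there. For CCND2 and ITGB1, the colours of Figure 3 thus differ from the paper's own array values as well. The paper states that qPCR gave the array's direction for Connexin 43, while its bars in Figure 1 are higher in body side skin. On the arrays it was 19.0-fold lower.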

Other observations

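The tests of other splits, of the slide column shared with groin replicate 3 and of dim spots were chosen only after their results had been seen. The tests of mixing and of slide row and column as blocks were set after the patterns but before their own values had been seen.

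Only 1 of the 10 splits of the arrays into 3 and 3, that by skin area, gave as many as 1170 called probes, and only 1 of 10 gave as many changed by more than 10-fold. With 10 splits a share under 0.1 is impossible, so chance cannot be excluded by this count. The other splits gave 0 calls by limma and between 20 and 308 with the unadjusted equal-variance test, against 1555 for the real split.

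On the first principal component, with 60.4% of the variance, body side replicate 1 lay at -0.36, between the groin arrays (-57.9 to -40.9) and the other body side arrays (68.0 and 72.4). On the third, with 14.5%, it lay at 55.8, outside the range of the other arrays (-23.4 to -4.14), so it is not only intermediate. Its log2 difference from groin replicate 3, in the same slide column, had an SD 1.00 times that from groin replicate 2 in another column. Groin replicate 2 shares its slide row, however, and was itself close to groin replicate 3 (Pearson correlation 0.996). This ratio therefore cannot exclude slide position as the cause for body side replicate 1. Groin RNA mixed into this sample is a candidate explanation. Over 2127 probes picked without this array, the median share of groin signal needed was 0.50 (95% bootstrap interval over probes 0.459 to 0.532) for probes lower and 0.65 (0.629 to 0.664) for probes higher in body side skin, a difference of 0.15. With the 75th percentile the difference was 0.16 and the intervals again did not overlap. One common share does not account for both. The same difference computed for the other arrays, a check added afterwards over a wider set of probes, was 0.21 for groin replicate 1 and -0.15 for groin replicate 3 against 0.14 for body side replicate 1 with quantile normalization, but at most 0.11 in size against 0.15 with the 75th percentile. Differences of this size thus also occurred for 2 other arrays on 1 of the 2 scalings, and mixing together with other differences stays open. A real difference between sheep also stays open, as untested.

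Groin replicate 1 lay apart from the other groin arrays and had more spots well above background. Over probes well above background on all 6 arrays, its difference from the others still had an SD 3.29 times that between them, which argues against dim spots as the only cause. A difference between sheep stays open, as untested.

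The arrays of the areas lie in different slide columns, apart from groin replicate 3 and body side replicate 1, which share one. With column as a block, the median log2 fold change of the called probes was 0.75 times that without it. This rests on those 2 arrays, so column and skin area cannot be told apart. With slide row as a block, the called probes fell to 52, the outcome set down beforehand for an effect of row. Their median log2 fold change was 1.02 times that without it, however. Leaving out groin replicate 2, groin replicate 3 or body side replicate 2 lowered the count as much, to 14, 11 and 45. It was 64 without body side replicate 3, 809 without groin replicate 1 and 2959 without body side replicate 1. A fall of this size thus also occurred without a row block, so the count cannot tell row position apart from the loss of degrees of freedom.

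The largest called rises among probes measured on all 6 arrays without overlap include 4 probes with no gene name here, led by A_70_P063016 at 9.54-fold and A_70_P032486 at 6.59-fold higher in body side skin.

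Called members of the gene lists that are not given elsewhere were ACLY, 4.27-fold lower, and HBB (5.05-fold), GNLY (2.80-fold), TLR1 (2.15-fold) and CXCL10 (2.59-fold), all higher in body side skin. ADIG was well above background on 0 of the 3 body side arrays and was lower by at least 1.03-fold. The lists of these genes were not called by camera or, for blood, not tested.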
